A study of Mus musculus with 4 samples. Its data were reported in "p.E95K mutation in Indian hedgehog causing brachydactyly type A1 impairs IHH/Gli1 downstream transcriptional regulation" (2019).

How the data were processed

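RNA was measured on 4 Agilent 1-colour mouse expression arrays, each hybridised with RNA from C3H10T1/2 cells, a mouse mesenchymal line that can enter the bone, cartilage and fat lineages. Per the labels, 2 arrays came from cells given wild type IhhN protein (WT), 1 from cells given the E95K mutant IhhN (MT) and 1 from cells given no protein (control), with the proteins at 750 nM and collection at 48 h. A label of the control array carries 750 nM as well, although its induction is given as none, and it was taken as control without a dose. IhhN is the signalling fragment of Indian hedgehog. Nothing in the labels says whether the 2 WT arrays came from separate cultures, so every p-value measures the spread between these arrays, which may be technical.

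The authors deposited the scanner output of each array, with spot intensity on a linear scale. The processed signal in those files is the intensity after the background subtraction of Agilent Feature Extraction. Its version is 10.7.1.1 per the file headers and 9.1 in the submitters' processing notes, and the study's methods name a later release. The design number in the headers is 014868, and the study's methods describe the second version of the mouse array, so the design release was not settled. The deposited table of the whole series holds the same intensity values rounded, with a largest difference of 0.005, and is on the linear scale with no centring. All 4 arrays were on 1 slide, so there was no slide or scan batch to test.

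Each array held 45018 spots. Control spots were left out, as were spots marked as outliers for uniformity or against their replicate spots, and spots of 1 probe were averaged on the log2 scale. Of 41174 probes, 79 had no usable spot on some array and 41095 were used. The main value was log2 of the processed signal minus the array's 75th percentile. Accessions were matched without versions to RefSeq names of assembly GRCm38.p6, which named 26883 probes and left 14212 unnamed. The headers give build mm9, so no coordinates are given. For the 6527 genes with several probes, the probe with the highest mean signal stood for the gene, which gave 18326 genes. No spot was saturated.

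A gene entered a comparison where it was well above background on every array of at least 1 group compared. The study's criterion, a fold change of at least 2 with no test, was applied to every pair of arrays in a comparison, and the count between the WT replicates served as its yardstick. In addition, limma's lmFit and eBayes (limma 3.58.1, R 4.3.3) were run on all 4 arrays over 13946 genes, two-sided, with Benjamini-Hochberg adjustment at 0.05. That fit has 1 residual degree of freedom, from the WT arrays. MT and control were assumed to vary like WT. A gene not well above background on any array of 1 group has only a bound there, given as at least N-fold: the bright group's mean was set against, per array, the higher of the lowest signal among probes well above background and the probe's own signal.

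Of 35 gene lists fixed before the data were examined, 33 had at least 5 measured genes. A list's median was placed among the medians of 10000 random lists matched on mean expression in 20 bins, as a description of these arrays. The histone list matched 0 genes by its name pattern and the taste receptor list had 4 measured genes, so neither was used. Because both proteins were compared with 1 control array, the correlation of their effects was set beside 100 simulations of unchanged groups, drawn with each gene's residual variance before moderation. After the data were examined, the overlap of the 2-fold lists and the held-out medians were simulated the same way, over the 13946 genes of the fit.

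The genes named are the fixed genes of the pathway and the study, up to 10 genes in each direction measured on both sides, up to 5 in each direction that were dim on 1 side, up to 4 members of each list described, and up to 5 genes of each class with opposite effects. Among genes measured on both sides those past limma's threshold came first, and genes dim on 1 side were ranked by their bound. The text gives part of the latter. Clone and provisional names were left out of this choice beforehand, and 2210409E12Rik and Gm5766, the genes it left out that passed limma, were added after the data were examined. 1 of the fixed genes is not reported here. Other normalizations, filters and rules for probes were tried as alternatives. The planned normexp alternative used the median spot and background intensity.

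The fit was tested on simulated data. With 100 of 13946 genes changed 2-fold and 100 changed 4-fold in WT versus control, limma recovered 7.3% and 88.7% of them, with 11.85 calls per simulated set on average among the unchanged genes. After the data were examined, the call counts were also set beside simulated groups without any change. The arrays were also regrouped, with each other pair taken as the replicates and the remaining 2 arrays set singly against each other. The simulated groups carried outlying spots at the rate seen between the WT arrays, where 19 genes differed by more than 3 on the log2 scale, placed as 10 spots per array over 20 simulated sets.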

Results

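Gene expression was measured on 4 arrays of C3H10T1/2 cells: 2 with wild type IhhN (WT), 1 with E95K mutant IhhN (MT) and 1 with no protein (control). The proteins were at 750 nM and the cells were collected at 48 h. Between 65.8% and 67.9% of probes were well above background on each array. MT and control have no replicates. The number of arrays limits the precision of every value below, and all log2 values are differences of normalized signal.

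The spread between the WT replicates was compared with the other array pairs first, since it sets what the 2-fold criterion can show. The 2 WT arrays were at least 2-fold apart for 387 of 14084 genes, 256 higher and 131 lower on replicate 1. Between arrays given different treatments the counts were 507 for WT replicate 2 and control, 407 for WT replicate 2 and MT, 343 for WT replicate 1 and control, and 239 each for WT replicate 1 and MT and for MT and control. Rpl10, a ribosomal protein gene, was 8.49 higher on WT replicate 1 than on replicate 2, and Rtp4, an interferon-induced gene, 6.08 higher. The median absolute deviation of the log2 difference was 0.265 between the WT arrays, from 0.214 to 0.268 between a WT array and MT or control, and 0.163 between MT and control.

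**Figure D1:**
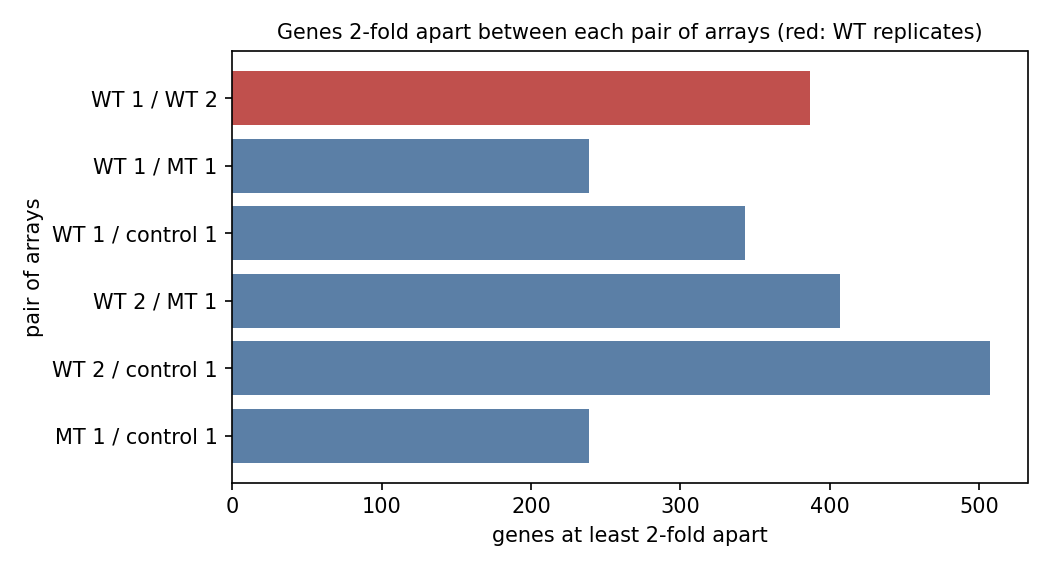
Number of genes at least 2-fold apart (horizontal axis) for each of the 6 pairs of arrays (vertical axis), with the WT replicate pair in red. The WT replicates differ for 387 genes, between the 239 of MT and control and the 507 of WT replicate 2 and control.

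The comparison of WT with control asked what wild type IhhN changed. Gli1, the transcriptional effector and target of hedgehog signalling, was well above background with WT and not with control, at least 1.99-fold higher (limma adjusted p = 0.087). Ptch1, the hedgehog receptor and target, differed by 0.40 ± 0.23 on the log2 scale (SE, limma adjusted p = 1.00). Mmp13, a collagenase of cartilage and bone, had a log2 difference of -1.93 ± 0.26 (limma adjusted p = 0.085) and Apod, a lipid carrier, 2.03 ± 0.24 (limma adjusted p = 0.064). Runx2, the osteoblast transcription factor, differed by -0.19 ± 0.24. Hhip, Ihh, Wnt5a and Cfd were not well above background on every array of any group and were not tested.

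Of 13799 genes, 145 were at least 2-fold apart from control on both WT arrays, 95 higher and 50 lower. Against control, WT replicate 1 alone gave 343 and WT replicate 2 alone 507. By limma 21 genes passed, 6 higher and 15 lower. Olfr656, an olfactory receptor gene, rose by 2.96 ± 0.21 (limma adjusted p = 0.013), Hmgxb3 by 2.42 ± 0.25 and Dnaic1 by 2.33 ± 0.24. 2210409E12Rik rose by 4.29 ± 0.22 (limma adjusted p = 0.0032), though another probe of this gene was lower on the control array than on the other 3 by a mean of 0.46. Il23a, a cytokine subunit, rose at least 4.61-fold. Coch fell at least 10.2-fold, Olfr305 at least 5.77-fold and Lgals12 at least 4.56-fold. Without passing the test, Preb had a log2 difference of 2.12, G6pd2 of 1.96, Plekhg4 of 1.93, Olfr60 of 1.88, Sfi1 of 1.80 and Nthl1 of 1.77. Psmc5 had -2.06, Prh1 -1.85, Acbd7 -1.79, Pabpc2 -1.62, Pth2 -1.45, Prl2c5 -1.42, Prl2c3 -1.28, Slc8a2 -1.26 and Cilp2 -1.25. Unchanged groups carrying outlying spots at the rate seen between the WT arrays gave 11.2 calls on average and at most 16, and those without such spots 0.9 on average. Quantile normalization gave 4 calls and normexp 1, and there were 0 with no filter on dim probes. Most calls were instead higher among genes well above background on all 4 arrays (17 of 20) and with an intensity trend (32 of 49).

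Among the gene lists, hypoxia and glycolysis genes were lower on both WT arrays. The median of 36 measured members was -0.43, at percentile 0 of the random lists, with -0.37 and -0.42 on the 2 WT arrays, and 3 of the 36 were above 0. Ankrd37 had a log2 difference of -1.06, the glycolytic enzyme gene Hk2 -1.05, Ero1a -0.90 and Higd1a -0.82, and 0 members passed limma, also when adjusted over the list alone. Ribosomal protein genes had a median of -0.23 over 73 members, at percentile 0, and -0.09 under quantile normalization. DNA replication genes had a median of 0.19 over 43 members, at percentile 100, with Gins1 at 0.63 and E2f2 at 0.54. They had 0.13 and 0.27 on the WT arrays, which differed by a median of -0.20, at percentile 0.03. Immediate early genes had -0.20 over 31 members, at percentile 0, with Atf3 and Maff at -0.93 each. In the list of hedgehog components Gli1 passed limma when adjusted over the list alone (limma adjusted p = 0.0081), and 0 members passed over all genes tested. The median was 0.06 for hedgehog components, at percentile 92.8, and 0.08 for hedgehog targets, at percentile 97.7, where the targets had 0.11 and -0.08 on the WT arrays. The components had 0.09 and 0.08 on the WT arrays, at percentiles 97.3 and 90.3, but a median of 0.02 under normexp, at percentile 86.9.

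**Figure D2:**
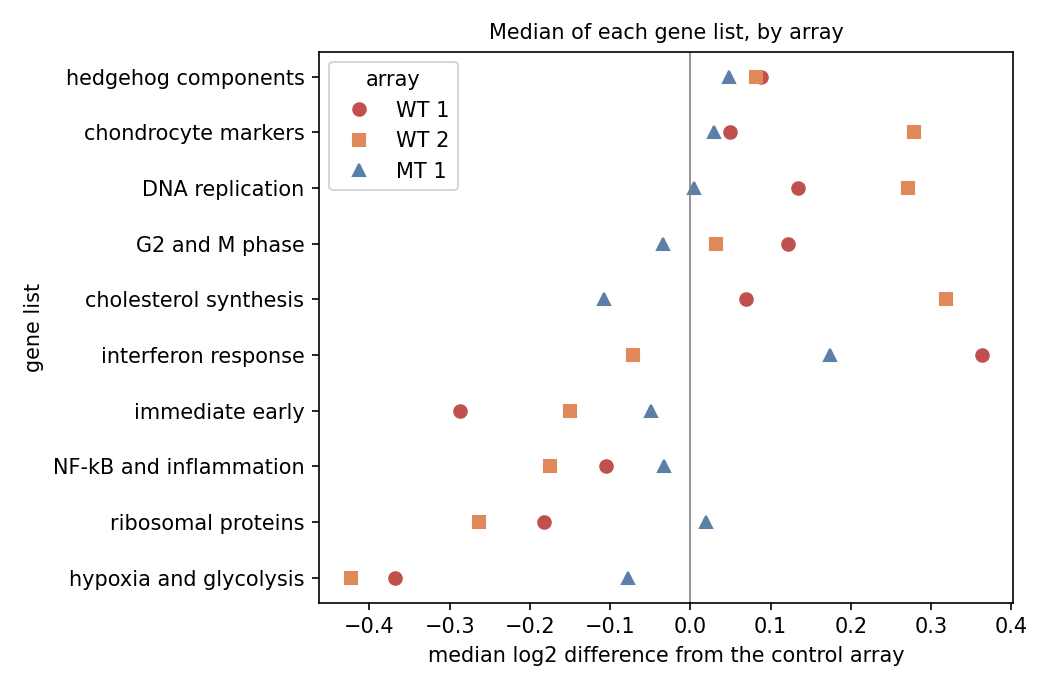
Median log2 difference from the control array (horizontal axis) for 10 gene lists (vertical axis), with 1 point per array given protein. The hypoxia and glycolysis list lies at -0.37 and -0.42 on the WT arrays and at -0.08 on the MT array.

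The comparison of MT with control asked what the mutant protein changed. Gli1 was not well above background on either array, so no difference is given. Ptch1 differed by 0.16 ± 0.27, Runx2 by -0.10 ± 0.28 and Mmp13 by -0.52 ± 0.30 (limma adjusted p = 1.00 for each). Of 13856 genes, 239 were at least 2-fold apart, 152 higher and 87 lower. By limma 32 genes passed, 16 in each direction. Olfr656 rose by 2.96 ± 0.25, Hmgxb3 by 2.49 ± 0.29, 2210409E12Rik by 4.28 ± 0.25 (limma adjusted p = 0.0060) and Gm5766 by 2.46 ± 0.25 (limma adjusted p = 0.026). Cypt3 rose at least 15.7-fold, Akr1c21 at least 12.1-fold and Il23a at least 6.95-fold. Lamp3 fell by 3.29 ± 0.26, and Coch fell at least 10.4-fold. Without passing, Phrf1 had -3.09, Mov10 -1.88, Cald1 -1.88, Plcb3 -1.75, Ereg -1.73 and Prmt1 -1.63, and Shisa9 had 2.02. Unchanged groups with outlying spots gave 21.3 calls on average and at most 28, and those without 1.1. Set singly against each other, with the spread taken from the other 2 arrays, WT replicate 2 and control gave 96 calls, WT replicate 2 and MT 22, the WT arrays 16, and WT replicate 1 gave 0 with control and 0 with MT. Quantile normalization gave 3 calls and normexp 2.

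With MT, the median of olfactory receptor genes was 0.18, at percentile 100, against 0.07 with WT (0.12 and 0.13 on the WT arrays, at percentiles 77.7 and 99.8). Of 889 such genes, 193 were measured, and 19.2% of the 889 were well above background with MT. For this list the difference between the WT arrays lay at percentile 1.57. Skeletal muscle markers had 0.19 with MT, at percentile 99.2, and 0.26 and 0.09 on the WT arrays. Vomeronasal receptor genes, with 23 of 133 measured, had 0.18 with MT, at percentile 95.5. Adhesion and migration genes had -0.08 with MT, at percentile 0.46, against -0.02 with WT. On WT replicates 1 and 2 they had -0.01 and -0.07, at percentiles 74 and 5.42, so replicate 2 lay close to MT. The hypoxia and glycolysis median was -0.08, at percentile 0.62, but -0.06 at percentile 5.24 with the mean of all probes of a gene, and that of ribosomal proteins 0.02, at percentile 96.7. DNA replication genes had a median of 0.00, at percentile 80.7. Interferon response genes had 0.17 with MT and 0.15 with WT, each at percentile 100, but 0.36 and -0.07 on the 2 WT arrays, which differed by a median of 0.44. Cholesterol synthesis genes had -0.11 with MT and 0.17 with WT, where the WT arrays gave 0.07 and 0.32.

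The comparison of WT with MT asked how the responses to the proteins differed. Gli1 was at least 1.90-fold higher with WT (limma adjusted p = 0.702), Ptch1 differed by 0.24 and Mmp13 by -1.41 ± 0.26 (limma adjusted p = 0.419). Cytl1, a cytokine of cartilage, had a log2 difference of 1.87 ± 0.34 (limma adjusted p = 0.419 over all genes and 0.036 adjusted over the list alone). Hypoxia and glycolysis genes had a median of -0.28, at percentile 0, with Ankrd37 at -1.14, Ero1a at -1.08, Hk2 at -0.81 and the glucose transporter gene Slc2a1 at -0.80. Cholesterol synthesis genes had a median of 0.32, at percentile 100, with 27 of 29 above 0, though the WT arrays differed by -0.28. Ribosomal protein genes had -0.23, at percentile 0, though the WT arrays differed by 0.10, at percentile 100. DNA replication genes had 0.17, at percentile 100, though the WT arrays differed by -0.20. Genes of the G2 and M phases had 0.14, at percentile 100, with 43 of 48 above 0. For this list the WT arrays differed by 0.08, at percentile 99.7. Hedgehog components had 0.12, at percentile 99.6, but only 16 of 29 were above 0. How this median depends on the processing is not given. Of 13695 genes, 65 were at least 2-fold apart, 29 higher and 36 lower. By limma 11 passed, 1 higher (Lamp3) and 10 lower, and none of those 10 was well above background on a WT array. Unchanged groups with outlying spots gave 10.95 calls on average, and 9 of 20 simulated sets gave at least 11, while those without such spots gave 1.1 on average. Quantile normalization gave 1 call and normexp 0.

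**Figure D3:**
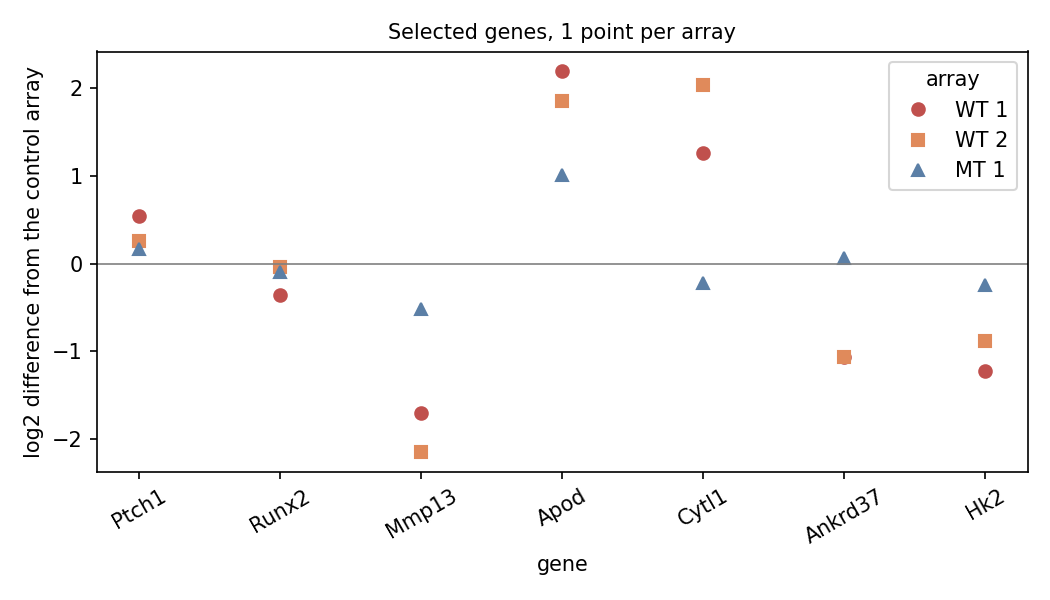
Log2 difference from the control array (vertical axis) of 7 genes well above background on all 4 arrays (horizontal axis), with 1 point per array given protein. Mmp13 lies at -1.70 and -2.15 on the WT arrays and at -0.52 on the MT array.

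Across 13946 genes, the WT and MT differences from control correlated with Pearson's r = 0.587 and Spearman's rho = 0.453, where genes are not independent replicates. Unchanged groups sharing 1 control array gave 0.572 and 0.514. The covariance was 0.0716, below the 0.0849 of the simulations. The simulations gave MT and control the spread of the WT arrays. Yet the log2 difference had an SD of 0.254 between MT and control, against 0.368 between the WT arrays. The simulations may therefore overstate what a shared control gives, and cannot decide whether the responses share more than that. The same limit holds for the simulated overlaps and medians below. Of the 129 genes 2-fold apart with WT among genes compared in both, 100 were also 2-fold apart the same way with MT, 66 higher and 34 lower, where independent lists would share 0.594 and 0.317. Unchanged groups sharing 1 control array shared 31.1 higher genes on average (at most 44) and 30.4 lower (at most 43). Over the 13946 genes of the fit, the control array was at least 2-fold lower than all 3 other arrays for 72 genes and higher for 34, and WT replicate 2 was lower for 89 and higher for 12. The single control array cannot be split, so part of the overlap may come from it. Genes chosen on 1 WT array were followed on the other and on MT, with the same control subtracted throughout. The 268 genes chosen on WT replicate 1 had medians of 1.08 on replicate 2 and 0.96 with MT, where unchanged groups gave 0.697 and 0.700. The 432 chosen on replicate 2 had 0.63 on replicate 1 and 0.43 with MT, where unchanged groups gave 0.694 and 0.701. With the planned filter, which chose 343 and 507 genes, the MT median over the held-out WT median was 0.949 for higher and 0.412 for lower genes chosen on replicate 1, and 0.849 and 0.506 for those chosen on replicate 2. No gene measured in both comparisons was 2-fold apart in opposite directions. Olfr1141 alone met that rule, without being well above background on the WT and control arrays.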

Values the study reported

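The study reported, from quantitative PCR, Gli1 levels of 3.63 with the wild type and 2.07 with the mutant protein (p = 0.051), and Ptch1 levels of 2.27 and 0.67 (p = 0.093). From a separate binding assay it reported 347 Gli1 peaks in the wild type, 47 in the mutant and 4 in the control group. It matched 32 genes in the wild type and 4 in the mutant group between binding and expression, with Cfd shared.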

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

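The simulated sets with outlying spots were chosen after the result was seen, while the tests on other probes and surrounding spots were chosen before. The minimum of 5 genes for reading the test on other probes was set after its value was seen. The effects of WT and MT differed by limma's contrast between them for 11 genes. The log2 difference was 3.31 for Lamp3. The other 10 were well above background on the MT array alone, so their fitted differences rest on dim spots: -2.35 for Rsph4a, -2.67 for Olfr1141, -2.69 for Nap1l2, -2.83 for Dok5, -2.91 for Sln, -3.33 for Nox3, -3.35 for Akr1c21, -3.46 for Olfr20, -4.10 for Cd209b and -5.24 for Cypt3, with adjusted p from 0.003 to 0.036. As bounds, MT was higher at least 1.17-fold for Rsph4a, 1.36-fold for Olfr1141, 1.74-fold for Nap1l2, 1.79-fold for Dok5, 1.77-fold for Sln, 2.91-fold for Nox3, 10.2-fold for Akr1c21, 2.25-fold for Olfr20, 10.3-fold for Cd209b and 14.8-fold for Cypt3.

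Of the 36 genes called in any comparison, 22 stood at least 2-fold apart on the control array alone and 12 on the MT array alone. A patch of the slide surface is argued against: the spots around them moved the same way by a median of 0.017 on the log2 scale. Isolated outlying spots at the rate seen between the WT arrays may account for the WT versus MT calls, since 9 of 20 simulated unchanged sets gave as many. No simulated set reached the 21 and 32 calls against control, but those sets rest on an assumed rate of outlying spots and exclude nothing. A fault of the single spot stays open, because 1 gene alone, 2210409E12Rik, had another probe well above background (10.73% of the called probe's difference), and a response to protein seen on 1 unreplicated control array was not tested.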

How the results depend on the processing

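The 2-fold counts for WT versus control, MT versus control, WT versus MT and the WT replicates were, in this order, 28, 44, 14 and 82 under normexp, 388, 728, 263 and 927 with no filter on dim probes, and 76, 97, 24 and 169 for genes well above background on all 4 arrays. With transcripts lacking a symbol counted too, an alternative chosen after seeing the data, they were 251, 460, 124 and 700. Without either WT replicate, WT versus control ranged from 343 to 507 and WT versus MT from 239 to 407. The limma counts for WT versus control, MT versus control and WT versus MT were 4, 3 and 1 under quantile normalization, 4, 19 and 1 with the percentile over detected probes, 1, 2 and 0 under normexp, 0 in each with no filter, 9, 20 and 7 with the mean of all probes, and 42, 57 and 21 with unnamed transcripts. MT versus control gave 9 and WT versus MT 1 among genes well above background on all 4 arrays, where WT versus control gave 20, 17 of them higher. An intensity trend gave 49 for WT versus control, 32 of them higher. Under normexp 22 of the 28, 33 of the 44 and 70 of the 82 genes were higher in the first group or on WT replicate 1. For WT versus MT the main setting gave 29 higher and 36 lower. That balance turned to 165 and 98 with no filter, and to 13 and 11 among genes well above background on all 4 arrays. Normexp gave 7 and 7. More genes stayed lower under quantile normalization (24 and 41), the percentile over detected probes (30 and 35), the mean of all probes (27 and 29) and with unnamed transcripts (50 and 74). The correlation of the responses ranged from 0.418 to 0.574 without a WT replicate. Genes with opposite effects numbered 0 under normexp and among genes bright on all 4 arrays, 2 with no filter, and from 2 to 4 without a WT replicate. Of 996 values of named genes under the alternatives, 874 kept their direction and side of the threshold, 80 lost the call and 42 gained it. Most of these values had not passed limma in the main setting, so keeping their side meant staying without a call. Of the 874, 103 came from the rounded deposited values and 103 from counting unnamed transcripts. With no filter, where 0 genes passed, 24 lost the call, against 21 under normexp and 16 under quantile normalization. List medians outside the range of the random lists, counted over the 33 lists in all 3 comparisons together, numbered 27 and stayed between 26 and 30. The difference between the WT replicates also lay outside that range for some lists. Interferon response genes were at percentile 100 and cholesterol synthesis genes at percentile 0, while hypoxia and glycolysis genes lay inside, at 96.6. The cause of these changes between settings was not tested, except that fewer or more genes enter under another filter. The main filter needs 1 bright array on the MT side but 2 on the WT side, so an outlying MT spot can enter alone. How far this shaped the WT versus MT balance was not tested. No paired analysis was possible because the groups share 1 replicate number. Leaving out a WT array leaves limma no residual degree of freedom, so it gave no value. Signal near background limits the dim genes.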

Other observations

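The tests on hypoxia genes and on endotoxin were chosen after the results were seen. Genes of the G2 and M phases had a median of 0.07 with WT, at percentile 99.5, with 0.12 and 0.03 on the 2 WT arrays, the latter inside the range of the random lists. The median of chondrocyte markers was 0.20, at percentile 99.9, with 0.05 and 0.28 on the 2 WT arrays, the former inside the range of the random lists. Under normexp their median was 0.12, at percentile 99.96. Col9a3, a cartilage collagen gene, had a log2 difference of 0.76 and Ucma 0.78. Protocadherin cluster genes had a median of 0.26, at percentile 99.8, with 0.18 and 0.45 on the WT arrays, the former inside that range.

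Hypoxia and glycolysis genes were lower on both WT arrays. The scaling of the arrays is argued against mainly by quantile normalization, where the median was -0.32 against -0.43 in the main setting, still at percentile 0. That was the highest median under 3 other scalings. The percentile over detected probes moves the random lists alike, so that setting could not change the list's place among them. A difference between culture wells unrelated to the protein, such as density or oxygen, cannot be told apart from an effect of WT, because control and MT have 1 array each; the WT arrays differed by a median of 0.052. An effect of wild type IhhN on these genes is a hypothesis that stays open.

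Bacterial endotoxin carried with the proteins could alter both responses. The NF-kB and inflammatory list, which endotoxin would raise, had a highest median of -0.032 on the 3 arrays given protein. That was with MT, at percentile 21.8. On the WT arrays it had -0.105 and -0.174, at percentiles 6.8 and 0.03. Interferon response genes, which endotoxin can also raise, had 0.17 with MT and 0.36 and -0.07 on the WT arrays. The bound for excluding endotoxin was reset after these values were seen. The NF-kB values met the first bound and so argued against endotoxin, but they did not meet the reset one. Endotoxin stays open.

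Ptch1 was 1.32-fold control with WT and 1.12-fold control with MT on the arrays, or 0.40 ± 0.23 and 0.16 ± 0.27 on the log2 scale (limma adjusted p = 1.00 for each). The first is lower and the second higher than the values quoted from the study above, which came from another assay. Gli1 was at least 1.90-fold higher with WT than with MT on the arrays (limma adjusted p = 0.702), in the same order as the quoted values. Mmp13 differed by -1.41 ± 0.26 between WT and MT (limma adjusted p = 0.419). The study also describes it as lower with the wild type protein, from these arrays. Runx2 differed from control by -0.19 ± 0.24 with WT and -0.10 ± 0.28 with MT, each smaller than its error. From quantitative PCR the study describes Runx2 as lower than control in both groups, and as apparently higher with the mutant than with the wild type.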
